A study of Mus musculus with 5 samples. Its data were reported in "cGAS–STING drives ageing-related inflammation and neurodegeneration" (2023).

How the data were processed

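Single-nucleus RNA sequencing (snRNA-seq) was performed by the authors on nuclei from the mouse brain. The labels give hippocampus as the source of all 5 samples, while the study's methods for the extraction name brain tissue without a region. Nuclei were stained with DAPI, a DNA dye, and with antibodies against NeuN, a neuronal nuclear protein, and Olig2, a nuclear protein of oligodendrocyte-lineage cells, and nuclei negative for both proteins were sorted to enrich microglia. Libraries were made with the 10x Genomics Chromium 3′ chemistry, in which each captured RNA molecule carries a unique molecular identifier (UMI). There were 5 libraries, each from 1 mouse: 2 from mice carrying the R241E allele of Cgas in heterozygous form together with the Tmem119-creERT2 driver, described by the study as acting mainly in microglia and brain macrophages (R241E), and 3 from mice with that driver and wild-type Cgas (WT). Groups and replicate numbers were taken from the sample titles. For the controls of this experiment the study's results name mice heterozygous for the allele, while its methods name wild-type Cgas, as the titles do. The titles were followed, and gene counts cannot settle which genotype the controls had. The study's methods state that the allele was switched on with tamoxifen. A treatment text about H151 and DMSO in aged mice accompanies every sample, but no sample label assigns either, so treatment was not used.

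The deposited values were UMI counts per gene and nucleus, which the authors obtained with Cell Ranger 7.0.0 against the 10x Genomics annotation of mouse assembly mm10. Each library was deposited as its own matrix of raw counts, with the barcodes of called nuclei only, the smallest total being 500 UMIs. Whether intronic reads or read strand entered the counts is not stated for these files. Genes with near-identical copies, such as members of the Oas, Ifi200, H2-Q, Ccl8/Ccl12 and Gm4951 families, are uncertain, since multimapping reads are left out of such counts.

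All further steps were computed from the deposited counts. The files held 9748 nuclei and 32285 genes. Following the limits given in the study's methods, nuclei with at least 200 genes, fewer than 4500 genes, fewer than 10000 UMIs and under 5% mitochondrial UMIs were kept, and genes had to be seen in 3 nuclei for clustering. This left 9505 nuclei. Nuclei of all libraries were clustered together (scanpy 1.11.5: counts scaled per nucleus and log-transformed, 3000 variable genes, 30 principal components, 20 neighbours, Leiden resolution 1), without integration between libraries, which gave 25 clusters. Clusters were named from marker genes fixed before the data were examined. The rule by which markers were scored was set after the clusters had been seen: a cluster took the class whose markers had the highest mean log2 fold over the median of the other clusters, provided that 3 markers were each detected in 10% of its nuclei and that the mean log2 fold reached 2. That last threshold left 1 cluster of 53 nuclei unnamed. Of these nuclei 51 came from R241E replicate 1, 2.12% of that library, and 1 each from R241E replicate 2 and WT replicate 1. Class names are short for nuclei that resemble the class (microglia-like and so on). They were rebuilt from the counts, so shares can differ from the study's for that reason alone.

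Doublets were treated through the upper limits on genes and UMIs. Scrublet, run per library, called 42 of 9505 nuclei (0.442%), too few for a working caller. The alternative planned with its calls was replaced, after the data had been seen, by leaving out the nuclei with the highest Scrublet scores at a rate of 0.8% per 1000 deposited nuclei (156 nuclei).

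For tests across genes, UMI counts were summed per library and class, since nuclei of one mouse are not replicates. Classes with at least 20 nuclei in every library were tested: microglia, astrocytes, border-associated macrophages, fibroblasts, monocytes or neutrophils, mural cells, neurons and oligodendrocytes. The main test was edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3, TMM normalization, filterByExpr, genotype as the only term) with Benjamini-Hochberg adjustment, and a gene was called at an adjusted p under 0.05. Gene lists were those the study used to score microglial states, taken by it from earlier publications: interferon (IFN, 28 genes), disease-associated microglia (DAM, 278 genes, 277 of them in the files), neurodegenerative (ND, 116 genes) and homeostatic microglia (H-MG, 45 genes). The DAM list was also split into its 64 ribosomal and translation genes and the rest. Lists were tested with fry (limma 3.58.1), a self-contained rotation test, adjusted over the 6 lists, or over the 7 other classes for the interferon list outside microglia. The scripts for these tests were checked on simulated counts in which 200 genes were changed 2-fold. In the microglia comparison, 66.5% of the changed genes among 12453 were recovered with 5 false calls. Recovery was 43% in oligodendrocytes, 39% in mural cells, 36% in border-associated macrophages, 30.5% in astrocytes and 27% in fibroblasts, and fell to 4.5% in monocytes or neutrophils and 3.5% in neurons. For a simulated list of 28 changed genes fry gave p from 4.44e-05 to 0.00409 over the 8 classes. For a list of unchanged genes it gave 0.0459 in mural cells, under the 0.05 threshold, and from 0.130 to 0.913 in the other 7 classes.

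Shares of nuclei were compared by difference in means with a two-sided exact permutation test over the 10 splits of 5 libraries into 2 and 3. The smallest p this design allows is 0.1, so these tests cannot pass a threshold of 0.05. IFN-high microglia had at least 3 UMIs of the interferon list after each nucleus was thinned to 1000 UMIs at random, and shallower nuclei were left out. DAM-high microglia reached the smallest number of UMIs of the DAM list without translation genes that at most 5% of the pooled WT nuclei reached, which was 20 UMIs. For the interferon list outside IFN-high nuclei, each UMI was assigned to part A or part B with probability 0.5. Nuclei were chosen by part A (at most 1 list UMI) and measured in part B. Microglia were also clustered again, at resolution 0.8, without the interferon list and all called genes and with genes centred within libraries. Intervals on shares are exact binomial 95% intervals, and a count of 0 is given with the share that 3 counts would make. Both cover counting error only.

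Genes named in the text were chosen by a rule set before the data were examined: a list of 29 genes made up of those the study names for microglial states and of others related to interferon, antigen presentation or cytokines, the 10 called microglial genes with the largest absolute log2 fold change whose values did not overlap between groups, the 5 called genes that fell with the smallest adjusted p, and at most 5 genes with the smallest adjusted p in each other class. Gene positions are from the RefSeq annotation of GRCm38.p6, which is mm10, with 1-based starts, and 93.9% of the 12751 genes tested in microglia were matched to it. Alternatives covered the mouse number as a block, DESeq2 size factors, no filter on low counts, sums thinned to one total, no upper limits on nuclei, the DESeq2 Wald test (DESeq2 1.42.0), limma-voom, camera, other thresholds and resolutions, and leaving out each library in turn. Added after the data had been seen were the Scrublet scores, DAM-high shares without thinning, a fit with the share of 1 astrocyte cluster as a covariate, fits within that cluster, neuron clusters 16 and 17 and fibroblast cluster 0, and the fry test of the difference between microglia and each other class. The whole-hippocampus experiment of the study was not analysed here.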

Results

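The data comprised snRNA-seq profiles of sorted nuclei, labelled as hippocampus, from 2 R241E and 3 WT mice. cGAS is a sensor of DNA that signals through STING to type I interferon, and the R241E change in mouse cGAS weakens its binding to nucleosomes, which otherwise hold the enzyme inactive. The libraries held 2490 and 1381 nuclei in R241E replicates 1 and 2, and 1592, 2010 and 2275 nuclei in WT replicates 1 to 3. Their totals were 10130667 and 4183709 UMIs in R241E, and 5852109, 6678186 and 5892247 UMIs in WT. After filtering, the median nucleus held 3364 and 2447 UMIs in the R241E libraries and 2805, 2689 and 2126 UMIs in the WT libraries, so depth did not separate the genotypes. No batch or date is given for these samples. The study's methods report that clusters of a cell type were offset between samples, probably through differences in mean expression. The study therefore integrated its samples before clustering, which was not done here. Across genes, log CPM (UMI counts of a gene relative to the total) of summed microglia correlated at 0.972 between the R241E libraries, at 0.976 to 0.982 among the WT libraries and at 0.933 to 0.949 between genotypes. Replicates differed by more than counting noise (chi-square per degree of freedom of 2.18 to 4.04), and none was a copy of another.

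Of the 9505 nuclei kept, 5389 were microglia: 1009 and 526 in the R241E libraries and 926, 1475 and 1453 in the WT libraries. Microglia made up 40.4% ± 2.28 (SD, n = 2) of kept nuclei in R241E and 66.7% ± 7.55 (SD, n = 3) in WT (exact permutation p = 0.1, the smallest this design allows). Both R241E libraries lay below all WT libraries. These are shares of sorted nuclei and do not measure how many microglia the tissue held. By tissue staining, the study reported more microglia in R241E mice than in controls in several brain regions, the hippocampus among them. Shares that lay above all WT values in both R241E libraries were those of mural cells (10.6% ± 3.90 against 3.96% ± 1.44), fibroblasts (9.04% ± 2.95 against 3.18% ± 1.13), oligodendrocytes (9.21% ± 3.22 against 4.93% ± 1.43) and lymphocytes (3.81% ± 1.74 against 0.5995% ± 0.566), each at the smallest p of 0.1 in the exact permutation test, as well as astrocytes (8.38% ± 1.38 against 4.58% ± 1.76, exact permutation p = 0.2). Counted among nuclei not called microglia, mural, fibroblast, oligodendrocyte and astrocyte shares overlapped between genotypes, whereas lymphocytes stayed higher (6.45% ± 3.16 in R241E and 1.82% ± 1.56 in WT, exact permutation p = 0.1). That difference was 4.63 percentage points, and 2.39 without R241E replicate 1. Of kept nuclei, the difference without R241E replicate 1 was 2.00 percentage points for oligodendrocytes (in place of 4.28) and 1.98 for lymphocytes (3.21), and without R241E replicate 2 it was 3.86 for mural cells (6.62) and 3.77 for fibroblasts (5.86). Neuron shares varied within both groups, at 4.45% and 10.02% in R241E and 18.4%, 4.83% and 4.54% in WT.

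**Figure D1:**
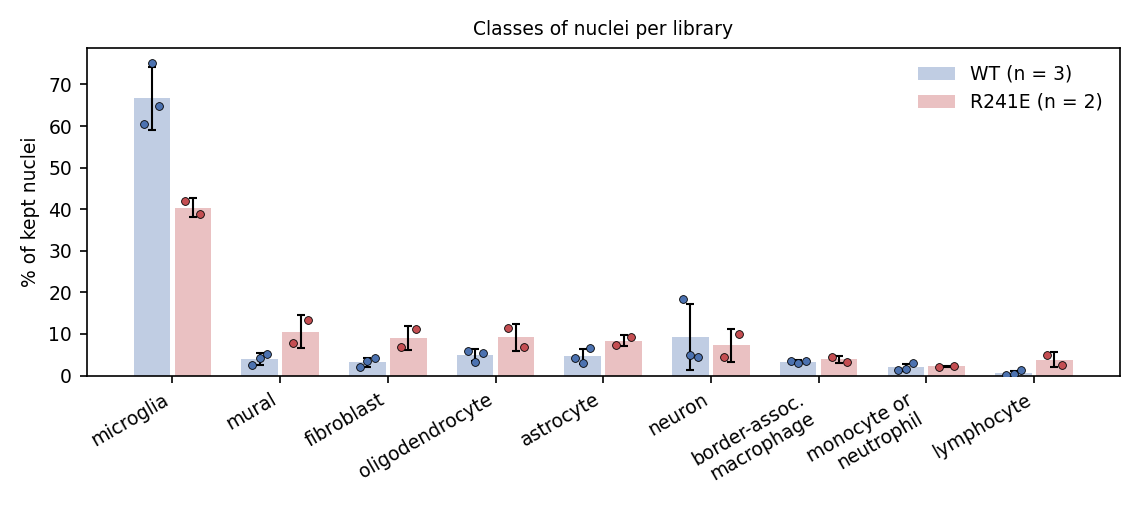
Share of kept nuclei (%, vertical axis) for 9 classes in WT (blue, n = 3) and R241E (red, n = 2); bars are means, error bars SD, and points single libraries. Microglia made up 38.8% and 42.0% of the R241E libraries and at least 60.4% of each WT library.

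The transcript of Cgas itself (ENSMUSG00000032344, GRCm38.p6 chromosome 9, 78430518 to 78443237, protein coding) was examined first. The allele changes 1 amino acid and need not change the transcript level. In microglia, Cgas stood at 84.3 and 87.0 CPM in the R241E libraries and at 67.8, 74.0 and 74.3 CPM in the WT libraries, a log2 fold change of 0.24 (SE 0.12) that did not pass the threshold (edgeR adjusted p = 0.271). The values did not overlap between groups. The allele itself cannot be read from gene counts. Tmem173 (current symbol Sting1, chromosome 18, 35733678 to 35740554) likewise differed by less than the threshold (log2 fold change 0.26, edgeR adjusted p = 0.171).

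To determine how the R241E allele altered microglia, summed counts were compared between genotypes. Of 12751 genes tested, 782 were higher and 441 lower in R241E microglia (edgeR quasi-likelihood test, adjusted p under 0.05). CPM did not overlap between the groups for 1220 of these 1223 genes, while 38.1% of all tested genes showed no overlap and chance gives 20%. The number of calls changed most with the mouse number as a block, to 2113. Mouse number 3 occurs only in WT, so WT replicate 3 adds nothing to the genotype difference in that fit. Without WT replicate 2 the number of calls was 749.

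The genes with the largest change among those without overlap included several with few or no UMIs in WT. Ifi44 (ENSMUSG00000028037, chromosome 3, 151730922 to 151749910) reached 27.6 and 29.4 CPM in R241E and had no UMI in WT, which makes it at least 95.5-fold higher. Gm19684 was at least 38.6-fold, Acod1 at least 17.5-fold and Ifnb1, which encodes interferon beta, at least 16.0-fold higher by the same measure. With 1 or 2 UMIs in all WT libraries together, the ratio was 533 for Gm20429 (95% counting interval 94.8 to 21154), 188 for Oasl1 (51.3 to 1565) and 161 for Oas1g (43.7 to 1339). Cxcl10 (chromosome 5, 92346638 to 92348889) rose from 0.513 ± 0.339 CPM (SD, n = 3) to 58.8 ± 18.3 CPM (SD, n = 2), a log2 fold change of 6.81 (SE 0.36, edgeR adjusted p = 7.92e-11). The neighbouring class I genes H2-Q6 and H2-Q7 had log2 fold changes of 6.63 and 6.53. These genes and Oas1g have close copies, and Gm20429 and Gm19684 were not placed on the genome here.

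Among genes that fell, Myo1d (ENSMUSG00000035441, chromosome 11, 80482126 to 80780055) decreased from 229 ± 9.05 CPM (SD, n = 3) in WT to 61.1 ± 3.59 CPM (SD, n = 2) in R241E, a log2 fold change of -1.92 (SE 0.11, edgeR adjusted p = 4.48e-10). The other called genes with the smallest adjusted p were Gm31243 (log2 fold change -1.74), Bank1 (-1.65), Nhs (-3.40) and Pde4d (-0.997). Gm31243 and Bank1 lie near each other on chromosome 3.

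The study assigned microglial states from lists of genes, and each list was tested as a whole. All 28 interferon genes were higher in R241E microglia and all 28 were called, both over all genes and adjusted over the list alone, with a median log2 fold change of 4.18 (fry adjusted p = 0.00447). With Ifi44 set to its lower bound the median was also 4.18. Of the 254 DAM genes tested, 225 were higher and 98 were called higher against 4 called lower, and adjusted over the list alone 147 of 155 called genes were higher (median log2 fold change 0.53, fry adjusted p = 0.0131). The 191 DAM genes without ribosomal and translation genes had a median of 0.44 (fry adjusted p = 0.00839, 59 called higher, and 86 of 93 adjusted over the list alone). All 63 ribosomal and translation genes of that list were higher, with a median of 0.78, but the test did not pass the threshold (fry adjusted p = 0.0560, 39 called, and 55 adjusted over the list alone). The ND list had a median of 0.50 (81 of 101 genes higher, 33 called higher, and 52 of 57 adjusted over the list alone, fry adjusted p = 0.0131). The H-MG list did not differ (median -0.04, 20 of 45 genes higher, 2 called higher and 7 lower, and 5 of 13 higher adjusted over the list alone, fry adjusted p = 0.455). Without R241E replicate 1 its median was 0.04. Under camera with a preset correlation, all lists but H-MG passed the threshold. With an estimated correlation only the interferon list did (adjusted p = 0.0238), and the DAM and ND lists were at an adjusted p of 0.0826. Without WT replicate 1 the DAM list, its part without translation genes and the ND list had adjusted p of 0.0605, 0.0597 and 0.0598, and without WT replicate 2 the DAM list was at 0.0594. The translation part passed without WT replicate 3, at an adjusted p of 0.0288. Among the fits that each left out 1 library, the one without R241E replicate 1 gave the lowest median of the interferon list, 3.85.

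Single genes fixed before the data were examined were compared in the same fit, among them those the study names for these states. The study named them from comparisons of each state with homeostatic microglia. Here R241E was compared with WT over all microglia, which is another question. Isg15 rose from 2.50 ± 1.11 CPM (SD, n = 3) to 47.2 ± 1.10 CPM (SD, n = 2), a log2 fold change of 4.12 (SE 0.26, edgeR adjusted p = 1.11e-09). Ifi204 (chromosome 1, 173747293 to 173767069) had the smallest p of all genes and rose from 14.8 ± 3.203 to 446 ± 41.5 CPM (log2 fold change 4.90, edgeR adjusted p = 1.30e-14). The log2 fold changes were 4.30 for Ifit1, 4.96 for Ifit2, 4.24 for Ifit3, 5.24 for Oasl2, 2.34 for Stat2, 3.53 for Irf7 and 4.39 for Ccl5, all called. Of the genes named for the DAM state, B2m (2.17), Ctsb (0.77), Ctsz (0.84), Cd9 (0.50) and Cd63 (0.94) were called higher, whereas Ctsd overlapped between groups (0.61, SE 0.42, edgeR adjusted p = 0.551). The class I genes H2-D1 (3.25) and H2-K1 (3.07) were also called higher. Of those named for the ND state, Xylt1 was higher (1.30), Olfr111 was lower (-0.50) and Apbb2 did not pass the threshold (-0.25, edgeR adjusted p = 0.302). Olfr111 was not called without WT replicate 1 or 2 (edgeR adjusted p = 0.0723 and 0.152), and Apbb2 was called without WT replicate 3 (-0.37, edgeR adjusted p = 0.0123). Tnf was at 16.9 and 10.96 CPM in R241E and at 11.1, 1.89 and 2.08 CPM in WT, which overlapped (log2 fold change 1.74, SE 0.66, edgeR adjusted p = 0.182). Without WT replicate 1 Tnf was called (log2 fold change 2.86, edgeR adjusted p = 4.09e-04). Il1a did not differ (0.02, SE 0.15, and -0.02 without WT replicate 1). Cxcl9 was too low to be tested, with 15 UMIs in R241E and none in WT, at least 10.9-fold higher.

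To see whether the interferon transcripts were carried by more nuclei, each microglial nucleus was thinned to 1000 UMIs. IFN-high nuclei made up 43.8% (95% interval 40.7 to 46.9) and 34.8% (30.6 to 39.2) of microglia in the R241E libraries, and 2.10% (1.27 to 3.27), 2.90% (2.10 to 3.90) and 2.59% (1.82 to 3.57) in the WT libraries. The means were 39.3% ± 6.36 (SD, n = 2) and 2.53% ± 0.400 (SD, n = 3), with an exact permutation p of 0.1, the smallest possible. Thinning left out 9 and 26 nuclei in R241E and 23, 25 and 64 nuclei in WT. Without thinning the difference between means was 60.1 percentage points, in place of 36.8. By the same measure, 8.49% ± 1.46 of R241E neurons and 9.88% ± 2.99 of WT neurons were IFN-high, at median depths of 3538 to 5303 UMIs in the R241E libraries and 2727 to 4489 UMIs in the WT libraries. Neurons are no background for this list, since the summed list stood at 876 CPM in WT neurons and 471 CPM in WT microglia, so whether the share in WT microglia exceeded background was not determined.

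DAM-high nuclei made up 23.1% (95% interval 20.5 to 25.8) and 30% (26.0 to 34.2) of R241E microglia and 1.99% (1.19 to 3.13), 3.45% (2.57 to 4.52) and 6.55% (5.31 to 7.98) of WT microglia, on average 26.6% ± 4.88 (SD, n = 2) and 3.998% ± 2.33 (SD, n = 3), with an exact permutation p of 0.1. With the threshold at the 99th percentile of WT nuclei the difference was 9.87 percentage points, in place of 22.6.

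To see whether nuclei outside the IFN-high ones also carried interferon transcripts, each nucleus was split. Among nuclei with at most 1 list UMI in part A, part B held 15.1 and 12.5 list UMIs per 10000 in the R241E libraries and 3.45, 3.25 and 4.01 in the WT libraries (means 13.8 ± 1.88 and 3.57 ± 0.393, exact permutation p = 0.1). Over all microglia part B held 31.7 ± 2.87 per 10000 in R241E and 4.73 ± 0.331 in WT. Clustered again without the interferon list and the called genes, microglia formed 6 clusters, of which 3 had shares that did not overlap between genotypes (2 higher and 1 lower in R241E), where chance gives 20% of clusters.

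**Figure D2:**
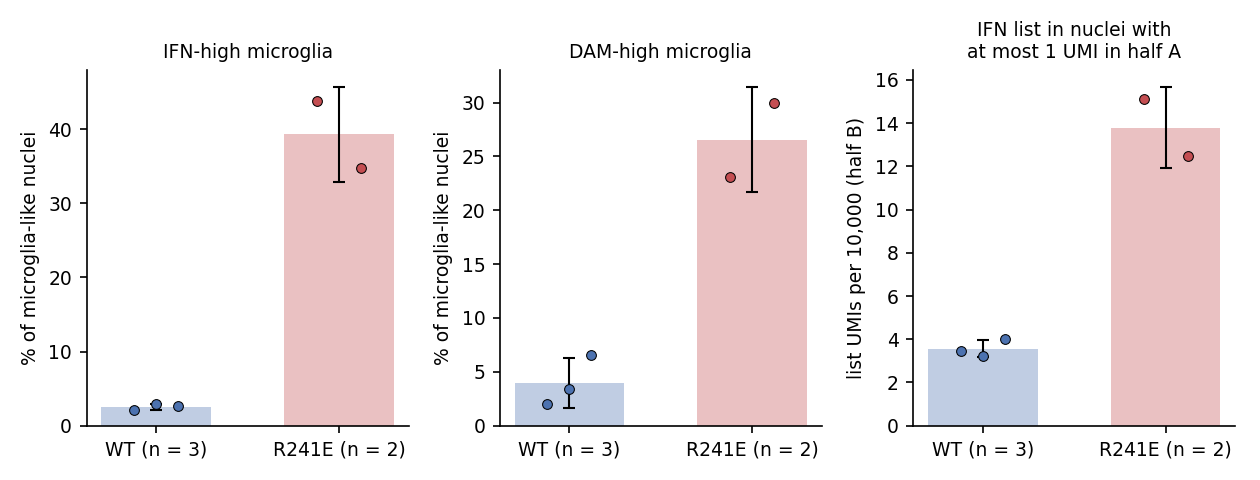
Left and middle, share of microglia (%, vertical axes) that were IFN-high or DAM-high after thinning; right, interferon list UMIs per 10000 in part B of nuclei with at most 1 such UMI in part A. Bars are means, error bars SD and points libraries of WT (blue, n = 3) and R241E (red, n = 2); in all 3 measures both R241E libraries lie above all WT libraries, for example at 34.8% and 43.8% IFN-high against at most 2.90%.

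Whether other nuclei differed between the genotypes was examined in the classes that came with the sort. The study describes the driver as acting mainly in microglia and brain macrophages, so border-associated macrophages are not a class without it. Genes called were 26 higher and 14 lower of 7931 in astrocytes, 36 higher and 6 lower of 3825 in border-associated macrophages, 13 higher and 1 lower of 5654 in oligodendrocytes, 14 higher of 8712 in neurons, 2 higher and 2 lower of 5809 in fibroblasts, and 1 of 1701 in monocytes or neutrophils. In mural cells none of 3862 was called, and 174 had an unadjusted p under 0.05. These counts were unstable: in astrocytes limma-voom called none (839 at an unadjusted p under 0.05), the fit without WT replicate 2 called 2 and that without WT replicate 1 called 131. In neurons no gene was called without WT replicate 2 (678 unadjusted) or WT replicate 3 (826 unadjusted). None was called with the upper limits on nuclei lifted (953 unadjusted), and 74 were called without WT replicate 1 (48 higher, 26 lower). Lower genes were also called in neurons without the filter on low counts (244 higher, 236 lower), by the DESeq2 Wald test (64 and 38) and with the block (18 and 6). Only higher genes were called with DESeq2 size factors (14), thinned sums (9) and top Scrublet scores left out (1). In fibroblasts none was called without WT replicate 1, 2 or 3 (460, 404 and 490 unadjusted). Without WT replicate 2, 7 genes were called in border-associated macrophages, and without WT replicate 3, 54 in oligodendrocytes. Without WT replicate 1, 6 were called in monocytes or neutrophils.

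Only part of the interferon list passed the filter on low counts outside microglia. Its median log2 fold change was 1.00 in oligodendrocytes (7 genes, 6 higher, 3 called, fry adjusted p = 0.00121 over the 7 classes), 1.67 in astrocytes (12 genes, 10 higher, 3 called, fry adjusted p = 0.0111) and 1.02 in mural cells (3 genes, all higher, none called, fry adjusted p = 0.0209). In border-associated macrophages all 11 genes were higher but the test did not pass (median 1.07, fry adjusted p = 0.0750). Without WT replicate 1 it did, at an adjusted p of 0.0270. Monocytes or neutrophils (0.47), fibroblasts (0.62) and neurons (0.07) did not pass, at fry adjusted p of 0.301, 0.312 and 0.316. Adjusted over the list alone, 9 genes were called in astrocytes, 10 in border-associated macrophages, 4 in oligodendrocytes, 2 in fibroblasts and none in the other 3 classes. Without R241E replicate 1 the median was 2.91 in oligodendrocytes, 1.25 in astrocytes and -0.23 in monocytes or neutrophils, and in neurons it was -0.06 without R241E replicate 2. Without the filter, 25 to 28 genes entered per class and the list had an adjusted p under 0.05 in the same 3 classes, with medians of 1.78 in mural cells (24 of 26 higher, fry adjusted p = 0.00829), 1.98 in oligodendrocytes and 0.93 in neurons (18 of 26 higher, fry adjusted p = 0.0591), where fold changes of genes with few UMIs depend on the prior count. With the filter, the median in fibroblasts was 1.02 without WT replicate 1 and 0.31 without WT replicate 2. In mural cells fry also gave 0.0459 for a simulated list of unchanged genes, and the result rested on few genes: with top Scrublet scores left out only 1 list gene was tested, at an adjusted p of 0.484.

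The genes with the smallest adjusted p in oligodendrocytes included H2-D1 (log2 fold change 4.78, SE 0.41, edgeR adjusted p = 1.13e-11), H2-K1 (3.51) and Parp12 (2.23), which were higher, and Cacna2d1 (-2.07), which was lower. H2-D1 (chromosome 17, 35263094 to 35267497) stood at 179 ± 3.17 CPM (SD, n = 2) in R241E and 5.98 ± 5.35 CPM (SD, n = 3) in WT. In astrocytes they were Grm8 (3.06), Oasl2 (4.10), Gm4951 (4.42), Ifi27 (2.10) and B2m (2.36). Of these, Gm4951, Ifi27 and B2m were not called without WT replicate 2 (edgeR adjusted p = 0.0946, 0.0946 and 0.112). In border-associated macrophages they were Ccl8, H2-D1 (1.72), H2-K1 (1.72), Ifi213 (1.51) and Oasl2 (2.02), of which Ifi213 was not called without WT replicate 2 (edgeR adjusted p = 0.0563). Ccl8 had no UMI in WT macrophages and was at least 21.8-fold higher. In neurons they included Gm44196, Zfp521 (2.45), Cadps2 (2.17) and Arid5b (1.85). Gm44196 had 1 UMI in WT, for a ratio of 275 (95% counting interval 48.6 to 10939). The neuron clusters were mixed differently in the genotypes: cluster 6 made up 12.2% and 33.8% of R241E neurons and 0.353%, 3.16% and 0.980% of WT neurons, and cluster 20 made up 1.87% and 3.68% against 58.3%, 15.8% and 21.6%. Fibroblast cluster 0 likewise made up 34.7% and 45.7% of R241E fibroblasts and 70.0%, 59.7% and 54.3% of WT fibroblasts. In fibroblasts Adra1a (-2.74) and Fbn2 (-2.51) were lower, and 4930587E11Rik (2.66) and Sfrp4 (1.96) higher. Iglc1, an immunoglobulin light chain gene, was called in monocytes or neutrophils, at a ratio of 42.6 (95% counting interval 14.2 to 209) over 3 WT UMIs.

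The change of the interferon list was compared between microglia and each other class within libraries. The difference between genotypes in mean log2(CPM + 1) was larger in microglia by 2.06 than in astrocytes, by 1.82 than in border-associated macrophages, by 2.80 than in fibroblasts, by 1.48 than in mural cells, by 2.81 than in neurons and by 1.61 than in oligodendrocytes (exact permutation p = 0.1 for each, the smallest possible), and by 2.73 than in monocytes or neutrophils (exact permutation p = 0.2). On this scale changes of low genes are understated.

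**Figure D3:**
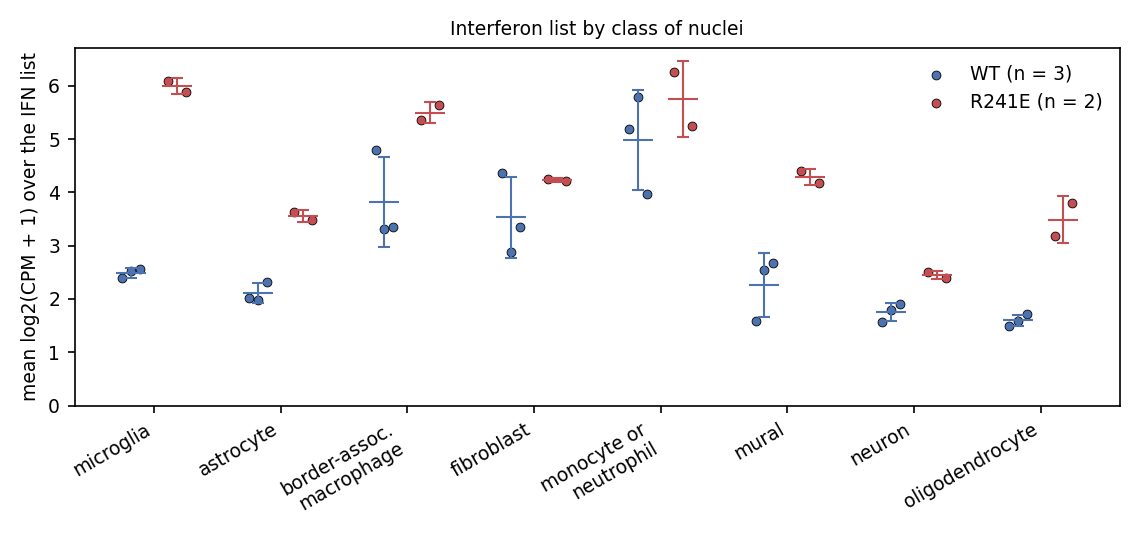
Mean log2(CPM + 1) over the 28 genes of the interferon list (vertical axis) per class of nuclei in WT (blue, n = 3) and R241E (red, n = 2); horizontal marks are means, error bars SD and points libraries. Microglia averaged 5.997 in R241E and 2.49 in WT, while fibroblast and monocyte or neutrophil values overlapped between genotypes.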

Values the study reported

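The study reported snRNA-seq of 9,505 cells enriched for microglia, of which 5,360 were identified as microglia, with 1,001 and 514 in the 2 R241E samples and 924, 1,468 and 1,453 in the 3 WT samples. It reported averages of 1,571 genes, 2,762 UMIs and 0.069% mitochondrial gene content per nucleus in the microglial dataset.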

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

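The tests of a difference between classes with fry, of region and pituitary genes and of the proportion of microglial RNA were all chosen only after the result was seen.

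The change of the interferon list differed between microglia and 5 of the 7 other classes when the difference itself was tested over the genes of the list that could be fitted in both. The median of the difference in log2 fold change was 1.44 for astrocytes (24 genes, 21 larger in microglia, fry adjusted p = 0.0193), 3.30 for fibroblasts (26 of 26 larger, fry adjusted p = 0.0231), 3.46 for monocytes or neutrophils (27 of 28 larger, fry adjusted p = 0.0218), 1.36 for mural cells (18 of 25 larger, fry adjusted p = 0.0367) and 2.07 for neurons (22 of 24 larger, fry adjusted p = 0.00459). The difference from border-associated macrophages did not pass (2.80, 24 of 27 larger, fry adjusted p = 0.0612). Nor did that from oligodendrocytes (1.58, 19 of 25 larger, fry adjusted p = 0.154). In both classes most of the list genes fitted were larger in microglia, so a difference is not excluded. Many of these genes have few or no UMIs outside microglia, and their fitted fold changes there depend on the prior count. Microglial RNA in other nuclei would make the classes more alike, so it is no source of a larger change in microglia. It is a candidate source of the rise in the other classes. The rise in astrocytes, oligodendrocytes and mural cells would need at least 3.175 times the microglial RNA allowed by the 22 microglial markers in those nuclei. That argues against this source for these 3 classes if such RNA has the composition of microglial nuclei, which was not tested. The ratio was 1.66 in border-associated macrophages, 1.46 in fibroblasts, 1.47 in neurons and 0.342 in monocytes or neutrophils, and for these no exclusion is claimed. The study describes the driver as acting mainly in microglia and brain macrophages, which gives a biological reason for a larger change in microglia than in the classes without it. Border-associated macrophages may carry the active allele themselves, so their change need not come from other cells. Whether it was smaller than in microglia was not settled by this test. The driver as a reason was not tested apart from the genotype.

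A signal lay outside the comparisons in R241E replicate 1. The 10 pituitary genes summed to 111.4 CPM over all kept nuclei of that library (998 UMIs), against 8.78 CPM in R241E replicate 2 and 8.33, 4.45 and 6.05 CPM in WT replicates 1 to 3. The genes were listed after the unnamed cluster, 51 of whose 53 nuclei came from that library, had been seen to hold Cga among its top genes, so its rise is not independent of that choice. Depth is taken out by the scaling. A candidate source is tissue from outside the hippocampus, which the labels give as the source, although the study's methods name brain tissue without a region. In the astrocytes of that library the ratio of UMIs of region genes from outside the telencephalon to telencephalic ones was 10.67, against 0.866 in R241E replicate 2 and 0.846, 0.173 and 0.174 in the WT libraries. That astrocyte ratio rests on 24 telencephalic UMIs. Over all kept nuclei the outside genes stood at 88.1 CPM in R241E replicate 1. They stood at 72.8 in R241E replicate 2 and 70.5, 79.9 and 74.2 in WT, so the library stood out little by these genes. It stood out in nuclei named ependymal, which made up 5.53% of its kept nuclei. They made up 0.884% in R241E replicate 2 and 1.24%, 0.560% and 0.490% in WT. The source of these nuclei was not tested. Neurons did not follow the order of the astrocytes, at 80.0 CPM of the outside genes in R241E replicate 1, 114 in R241E replicate 2 and 11.4, 40.1 and 70.8 in WT. That keeps this explanation open, and it cannot be told apart from a difference between the animals. No biological explanation was tested, since only 1 library shows the signal.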

How the results depend on the processing

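The alternatives with the top Scrublet scores left out, with the astrocyte cluster share as a covariate, within single astrocyte, neuron and fibroblast clusters and with DAM-high nuclei not thinned were chosen only after the data had been seen. Leaving out the doublets that Scrublet called had been intended and was not run, since it called too few. Counts of called genes without an R241E library were not made, since 1 sample is left in that group. The ranges of counts below therefore cover only the fits without a WT library. The cause of each change below was not tested, except where stated.

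The number of microglial genes called, 1223, was 2113 with the mouse number as a block (1258 higher, 855 lower). Mouse number 3 occurs only in WT, so that fit takes no genotype difference from WT replicate 3. No pairing by number was seen: deviations from the group mean correlated at 0.098 and -0.018 across genes for the pairs that share a number. With 2 R241E libraries their deviations mirror each other, so this check is weak. Leaving out 1 WT library gave from 749 (without WT replicate 2) to 1580 (without WT replicate 3). The other alternatives gave from 817 (DESeq2 Wald test) to 1472 (no filter on low counts). Of the 1223 genes, 907 were called with sums thinned to 1 total, 809 by the DESeq2 Wald test, 1151 by limma-voom and 734 without WT replicate 2, and none of those tested there had the opposite sign (1156, 1223, 1223 and 1208 tested). With macrophages included 1076 were called and 5 had the opposite sign.

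Counts in the other classes moved more. With the block they were 186 in astrocytes (in place of 40), 65 in border-associated macrophages (42), 0 in fibroblasts (4, with 458 at an unadjusted p under 0.05), 2 in monocytes or neutrophils (1), 3 in mural cells (0), 24 in neurons (14) and 75 in oligodendrocytes (14). Without the filter on low counts they were 242 in astrocytes, 69 in fibroblasts, 5 in monocytes or neutrophils, 2 in mural cells, 480 in neurons and 37 in oligodendrocytes. Thinned sums gave 5 in astrocytes, 0 in fibroblasts (179 unadjusted), 9 in neurons and 8 in oligodendrocytes. The DESeq2 Wald test gave 17 in astrocytes, 7 in border-associated macrophages, 2 in fibroblasts, 102 in neurons and 8 in oligodendrocytes. With limma-voom they were 0 in astrocytes (839 unadjusted), 0 in fibroblasts (494), 0 in monocytes or neutrophils (85), 0 in neurons (840) and 5 in oligodendrocytes. Without the top Scrublet scores they were 1 in fibroblasts, 3 in mural cells and 1 in neurons, and with no upper limits 0 in neurons (953 unadjusted). Within 1 astrocyte cluster 8 genes were called, where fewer genes (3620) were tested. Within neuron cluster 16, 4 genes were called of 4361 tested, within neuron cluster 17, 0 of 2952 (184 unadjusted), and within fibroblast cluster 0, 3 of 3153. Leaving out 1 WT library gave from 2 to 131 in astrocytes, from 7 to 62 in border-associated macrophages, 0 in each fit in fibroblasts (404 to 490 unadjusted), from 1 to 6 in monocytes or neutrophils, from 0 to 74 in neurons (678 unadjusted at 0 without WT replicate 2) and from 11 to 54 in oligodendrocytes.

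All lists kept their direction in microglia under every alternative run except H-MG, which had a median of 0.083 with the covariate (adjusted p = 0.174) and of 0.04 without R241E replicate 1. The interferon list had medians from 3.85 to 4.44 over the 5 fits that each left out 1 library. With the covariate its median was 3.75, with a fry p of 0.0167 and an adjusted p of 0.0588, outside the 3.99e-04 to 0.0379 of its other fry fits. Leaving out 1 library gave medians from 0.46 to 0.66 for the DAM list (adjusted p = 0.0605 without WT replicate 1 and 0.0594 without WT replicate 2), from 0.39 to 0.54 for its part without translation genes (0.0597 without WT replicate 1), from 0.65 to 0.98 for its translation part (0.0288 without WT replicate 3) and from 0.46 to 0.59 for the ND list (0.0598 without WT replicate 1). Camera with an estimated correlation left the medians of 0.53, 0.44 and 0.50 of the DAM list, its part without translation genes and the ND list at an adjusted p of 0.0826. Camera with the preset correlation put the translation part (0.78) at 5.67e-25. With the covariate the DAM list was at 0.85, its part without translation genes at 0.61 and the ND list at 0.53, each at an adjusted p of 0.0588.

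For the interferon list in other classes, leaving out the filter on low counts raised the number of genes to between 25 and 28 per class, the list had an adjusted p under 0.05 in the same 3 classes, and the medians were 1.99 in astrocytes, 1.31 in border-associated macrophages, 0.94 in fibroblasts, 0.62 in monocytes or neutrophils, 1.78 in mural cells, 0.93 in neurons and 1.98 in oligodendrocytes. Fitted values of genes with so few UMIs depend on the prior count. The block gave 2.00 in astrocytes (adjusted p = 0.0879), 1.42 in mural cells (0.0879), 0.78 in oligodendrocytes (0.127) and -0.090 in neurons (0.127, reversed from 0.07). In mural cells thinning gave 0.43 (adjusted p = 0.275), and leaving out the top Scrublet scores gave 0.16 (0.484), where only 1 list gene was tested in place of 3. Leaving out 1 library gave from 1.25 to 1.86 in astrocytes, from 0.91 to 1.54 in border-associated macrophages (0.0270 without WT replicate 1) and from 0.78 to 2.91 in oligodendrocytes.

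The IFN-high difference of 36.8 percentage points was 60.1 without thinning, 49.7 with at least 2 UMIs, 17.6 with at least 5, 17.8 after thinning to 500 UMIs, 59.2 after thinning to 2000 and 29.6 with a shorter list of 25 genes, which follows from the depth, threshold and list that each sets. The DAM-high difference was 9.87 at the 99th percentile. The difference in the interferon list between microglia and other classes was 1.48 for astrocytes, 1.85 for fibroblasts and 1.93 for neurons with log2(CPM + 10), and 1.85 for astrocytes and 2.64 for neurons with no upper limits. At resolution 1.2, 7 of 12 microglial clusters did not overlap. Il1a, near 0, reversed to -0.0020 without the filter, -0.079 with thinned sums, -0.017 without WT replicate 1 and -0.042 with macrophages included, and ranged from -0.26 to 0.17 over the fits that each left out 1 library. Over the same fits the difference in share ranged from 2.00 to 6.56 percentage points for oligodendrocytes and from 1.98 to 4.44 for lymphocytes, each lowest without R241E replicate 1, and from 3.86 to 9.38 for mural cells and from 3.77 to 7.94 for fibroblasts, each lowest without R241E replicate 2. It ranged from -4.82 to 2.55 percentage points for neurons, from -0.0168 to 1.08 for border-associated macrophages and from -0.00020 to 0.795 for monocytes or neutrophils.

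Of the other comparisons of named genes with an alternative, 518 kept their direction and side of the threshold, 41 were weaker and 6 stronger. Of those that left out 1 library, 277 kept both, 28 were weaker, 2 stronger and 4 moved. The exact permutation tests cannot go below 0.1 and say nothing about stability.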

Other observations

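The tests of the lymphocyte share, of lymphocyte transcripts, of the proportion of microglial RNA, of tissue outside the hippocampus, of DAM genes in nuclei with at most 2 translation UMIs and of Ifnb1 were chosen only after the result was seen, as were the fits with the covariate and within single clusters, while the other tests were written before theirs.

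For the genes changed in microglia, 3 technical explanations were tested. All libraries held female nuclei by Xist, whose lowest level was 1839 CPM, which argues against a sex difference between the groups. Within 10 Mb of Cgas, 8.82% of tested genes were called (6 of 68), against 9.60% elsewhere (1142 of 11900; Fisher's exact test p = 1.0), which argues against linked strain variation near Cgas as the source. Strain variation elsewhere was not tested. With all sums thinned to 1 total, 1010 genes were called, 907 of them among the 1223, which argues against library depth. A hypothesis is that the allele itself changed these genes, as the design intends. The groups have only 2 and 3 mice, and mouse and library cannot be separated.

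For the DAM list, RNA carried over from cytoplasm was a candidate explanation, since its translation genes took 0.613% of microglial UMIs in R241E and 0.354% in WT, a ratio of 1.73, and mitochondrial UMIs took 0.0922% and 0.0615%. For the whole list this stays open, because a rise of translation genes in the cells would look the same. The part without translation genes was then compared in nuclei with at most 2 translation UMIs. A limit of 0 had been tried first and left no R241E nuclei. In these nuclei the difference was 2.48 UMIs per 1000 (13.1 in R241E and 10.6 in WT), with both R241E libraries above all WT libraries (exact permutation p = 0.1, the smallest possible), against 5.44 over all microglia. This argues against carried-over RNA as the whole cause for that part, while a contribution to its size stays open.

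The rise of the interferon list outside microglia could come from microglial RNA or doublets. The H-MG list was planned as the test and had a median log2 fold change of -0.17 in oligodendrocytes. It does not decide, because R241E microglial RNA held 3164 CPM of interferon transcripts against 471 in WT, so that unchanged contamination would raise these alone. Judged by 22 microglial markers, the microglial RNA needed was 6.74 times what the markers allow in oligodendrocytes, 4.79 times in astrocytes and 3.175 times in mural cells. In nuclei with 0 microglial marker UMIs the list was higher in R241E by at least 5.62 UMIs per 10000 (astrocytes 11.9 against 6.31, oligodendrocytes 11.4 against 5.57, mural cells 12.1 against 5.81, both R241E libraries above all WT libraries in each). For these 3 classes the values argue against doublets with microglial nuclei. They argue against free microglial RNA only if it has the composition of microglial nuclei, which was not tested. A response of the cells of these 3 classes to interferon is a hypothesis that stays open.

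The lymphocyte share was higher by 4.63 percentage points among nuclei not called microglia, at 8.68% and 4.21% in R241E and 0.493%, 1.43% and 3.53% in WT. Both R241E libraries lay above all WT libraries, which argues against the lower microglial share as its source. Without R241E replicate 1 the difference was 2.39, with R241E replicate 2 close to WT replicate 3, which weakens this. Whether a different dissection brought more lymphocytes was not tested. Ccl5 is also a lymphocyte gene, and free lymphocyte RNA was a candidate source of its rise in microglia. The outcome depended on which genes were compared, and 4 choices were tried. For the lymphocyte markers fixed beforehand, of which 14 of 15 were detected, the median rise in R241E microglia was 0.0976% of their lymphocyte level and 0 genes lay above the 0.825% of Ccl5. For the 19 most abundant genes over 20 times the other classes, the median was 0.348%, with 6 above Ccl5. For 10 of these with little signal in WT microglia, it was 0.134%. The first choice tried, 19 abundant genes over 20 times WT microglia, went the other way, with a median of 3.62% and 17 genes above Ccl5, but it holds ribosomal and class I genes that microglia transcribe, such as H2-D1 at 18.8%. The markers fixed beforehand argue against free RNA as the source of the Ccl5 rise, and the dependence on the choice weakens this.

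Astrocytes formed 2 clusters that divided between libraries, with 98.3% and 66.9% of R241E astrocytes and 59.4%, 31.7% and 19.9% of WT astrocytes in one of them. Clustered again without the interferon list and the called genes, the largest cluster held 97.2% of the astrocytes of R241E replicate 1, 66.9% of R241E replicate 2 and 56.3%, 31.7% and 20.5% of WT, which argues against the interferon response itself. Within that one cluster, 23 of the 40 called genes were tested and 22 had the same sign. The median log2 fold change of the 19 that rose was 1.51 in place of 1.93, and that of the 4 that fell was -0.39 in place of -1.39. With so few genes that fell, another mix of clusters cannot be told apart from a change for these. With the cluster share as a covariate, all 28 interferon genes remained higher in microglia and 26 were called. Fry, a rotation test, gave 0.0167 before adjustment, under the 0.05 set for this test before its result was seen, and an adjusted p of 0.0588 over the 6 lists. This argues against another mix of brain regions as the whole cause of that result, though it does not pass after adjustment. Tissue from outside the hippocampus stays open as a source of the division itself (region ratio 10.67 in R241E replicate 1).

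The genes called in neurons and fibroblasts could reflect the different mix of clusters in the genotypes, and this stays open. In neuron cluster 17, whose share overlapped between genotypes, 8 of the 14 called genes were tested and all 8 had the same sign, with a median log2 fold change of 3.56 in place of 2.50. Some of these had 0 UMIs in WT, so that median depends on the prior count. None was called there, and 6 had an unadjusted p under 0.05. In neuron cluster 16 only 3 were tested (median 1.11 in place of 1.97), and most of the others had few or no UMIs. Gm44196 had 148 UMIs in R241E and 0 in WT within cluster 17, and 0 in both within cluster 16, so a subtype within cluster 17 that differs between libraries is not excluded. In fibroblast cluster 0, 2 of the 4 called genes were tested, Adra1a and Fbn2, with a median decrease signed as in all fibroblasts of 2.05 in place of 2.63, and both were called. The other 2 had too few UMIs, so the mix cannot be told apart from a change for the set.

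Iglc1 UMIs in monocytes or neutrophils came from 5 nuclei in R241E, with 83 UMIs in 1 nucleus of R241E replicate 1 and 38 in 4 nuclei of R241E replicate 2. Those nuclei also held 87 and 2099 UMIs of other immunoglobulin genes, consistent with a few plasma or B cells within the class.

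Ifnb1 had 22 UMIs in 13 of 1535 R241E microglia and 0 in 3854 WT microglia, which allows a share of up to 0.0778%. At the R241E rate 48.1 UMIs would be expected in WT, which argues against chance at that depth if UMIs were independent. The other classes held 1 UMI. Nuclei with Ifnb1 held 161 and 154 interferon list UMIs per 10000, against 32.6 and 28.1 in the other microglia of the R241E libraries. A hypothesis is that a few microglia make interferon beta, which these counts cannot test further.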
